A study of Tristaniopsis glauca with 6 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

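Leaves of Tristaniopsis glauca were collected by the authors in the field on a single day from 4 plants scored as infected by myrtle rust, on that day or in earlier monitoring, and 2 plants that had shown no symptoms, and poly-A RNA was sequenced as paired reads on an Illumina instrument. The authors trimmed adapters with cutadapt and dropped short and low-quality reads. They assembled the reads of infected replicate 3 with Trinity and kept the longest isoform of each Trinity gene as a unigene. Reads of all plants were mapped to these unigenes with BWA-MEM (version 0.7.12 in the submitters' processing notes). The study describes a step that removes reads with several matches, but the stated mapping quality minimum of 0 removes none by quality, so reads of close copies can be placed on any of them. Because the reference came from infected replicate 3, only 14 of 53527 unigenes had a count of 0 in it, while 4511 to 8256 did in the other libraries, and transcripts missing from that plant could not be counted.

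The deposited read counts are whole numbers per unigene, not normalized. RPKM values deposited by the authors equalled counts divided by unigene length and library total (largest relative difference 5.3e-15) and were not tested. The log2 fold changes, p-values and false discovery rates in the authors' deposited table came from edgeR 3.14.0 with a common dispersion. Its 36046 rows were exactly the unigenes above 1 CPM in at least 2 libraries, which is a stricter filter than the summed CPM the study states. A refit here with that filter, the exact test and a common dispersion gave all 493 of its calls, with log2 fold changes within 1.8e-04. The deposited annotation gave 45517 predicted polypeptides on 42250 unigenes, and 11277 unigenes had none. In its product names hyphens had been replaced by the letter R, which was undone for reading. Of the tested unigenes 27939 had an informative product.

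Groups were taken from the infection label of each sample, and the replicate numbers carry no pairing. Unigenes with a summed CPM over 1 and a count in at least 2 libraries were kept, 48865 in all. Infected and healthy plants were compared with edgeR 4.0.16 (R 4.3.3), with TMM normalization, robust dispersions and the quasi-likelihood F test without covariates, at an adjusted p (Benjamini-Hochberg) of at most 0.05 and a fold of at least 2. Normalised read counts are CPM with TMM factors, which ranged from 0.92 to 1.04. Standard errors were taken as the fold change over the root of the F statistic. The biological coefficient of variation was 0.77. Total counts of 12446883 to 20231181 set the floor of 3 counts at 0.148 to 0.241 CPM per library. Floors cover counting error only.

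Before the data were examined, 25 gene lists were fixed as patterns in product names, covering defence, hormone, metabolism, stress, leaf state, ribosomal and fungal genes, and 24 had members. They were tested with camera at a preset correlation of 0.01 and an estimated one, and with fry. Library distances used log2 CPM with a prior count of 2. The named unigenes were fixed by a rule. It takes annotated unigenes past the threshold with a mean CPM of at least 1 and every infected library on the same side of both healthy ones, up to 8 each way, filled to 5 by the smallest p where fewer pass, and the member of each list with the smallest p (2 if any member passes). Unigenes from the authors' calls were chosen afterwards, as the 6 each way with the smallest p among annotated calls of at least 10 CPM whose groups did not overlap.

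Alternatives were other normalizations (RLE, upper quartile), filters (filterByExpr, none), tests (DESeq2 1.42.0, edgeR exact tests, limma-voom with limma 3.58.1), non-robust dispersions, no fold threshold, and leaving out each library. Afterwards the filter of the authors' deposited table, the removal of the unigenes counted almost only in healthy replicate 2 and infected replicate 3, the joint removal of infected replicates 2 and 4, and shortened lists (with the preset and with an estimated correlation) were added, and for the gene lists also the upper quartile. The share of counts on fungal unigenes and its alternatives were not run, since the annotation named no fungal organism.

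The scripts were tested on simulated data for 200 changed unigenes of the infected against healthy comparison, 100 at 4-fold and 100 at 16-fold. With a low dispersion of 0.05 (48865 unigenes) the quasi-likelihood test recovered 99 and 100 of them, and 4.27% of its calls were false. With the dispersions estimated from these libraries (48849 unigenes) it recovered 0 and 0. DESeq2 then recovered 14 and 83 with 65.5% of its calls false, and the exact test with a common dispersion 5 and 47 with 79.2% false. A list of 100 unigenes raised 2-fold had a camera p of 5.4e-12 there, and an unchanged list 0.93. Simulated unigenes vary independently, which real ones do not.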

Results

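Leaf RNA was sequenced from 6 plants of Tristaniopsis glauca, a tree of the myrtle family endemic to New Caledonia, growing in a natural population of a protected reserve. Of these plants, 4 were labelled infected by the myrtle rust fungus Austropuccinia psidii and 2 healthy. Infection was natural and scored by symptoms, seen either on the day of collection or at an earlier visit, so not every infected plant need have carried rust when its leaf was taken. Healthy plants had been free of symptoms throughout. Each library came from a separate plant. Read counts were given for 53527 unigenes, the longest assembled transcript of each gene built without a genome from infected replicate 3. Total counts were 12446883, 18089903, 20231181 and 17984129 in infected replicates 1 to 4, and 17126183 and 17252577 in healthy replicates 1 and 2. The leaf was labelled young in 5 libraries and mature in infected replicate 2. The study states that the newest leaves were picked throughout, which differs from the mature label. RNA integrity numbers ranged from 7.9 in infected replicates 2 and 4 to 8.4 in infected replicate 1. No genome position can be given for a unigene, so its length and coding region are used in its place.

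The first question was how close the plants of each group were to each other. By rank correlation the 2 healthy leaves resembled each other and infected replicate 1, while infected replicates 2 and 4 lay apart from the rest and nearest to each other. By the most different unigenes, each healthy leaf was nearer to an infected leaf than to the other healthy one. Spearman rho over 48865 unigenes was 0.89 between the healthy libraries and 0.91 between infected replicate 1 and healthy replicate 1. It was 0.86 between infected replicates 2 and 4, and 0.69 between infected replicates 2 and 3, the lowest of the 15 pairs. The 6 infected pairs averaged 0.79 ± 0.06 (SD), and the 8 pairs of an infected with a healthy library 0.81 ± 0.06. The difference between these means was smaller than the SD of either. By the leading log2 fold change, taken over the 500 most different unigenes of a pair, the distance was 6.28 between the healthy libraries, and it ranged from 5.69 to 7.68 among infected pairs and from 4.76 to 7.72 among pairs of an infected with a healthy library. Healthy replicate 1 lay nearest to infected replicate 1 (4.76), and healthy replicate 2 to infected replicate 3 (5.44). A set of 426 unigenes counted almost only in healthy replicate 2 and infected replicate 3, described below, can weigh on both 6.28 and 5.44. The distances were not computed without this set. These correlations are across unigenes, which are not independent replicates, and no test was made.

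**Figure D1:**
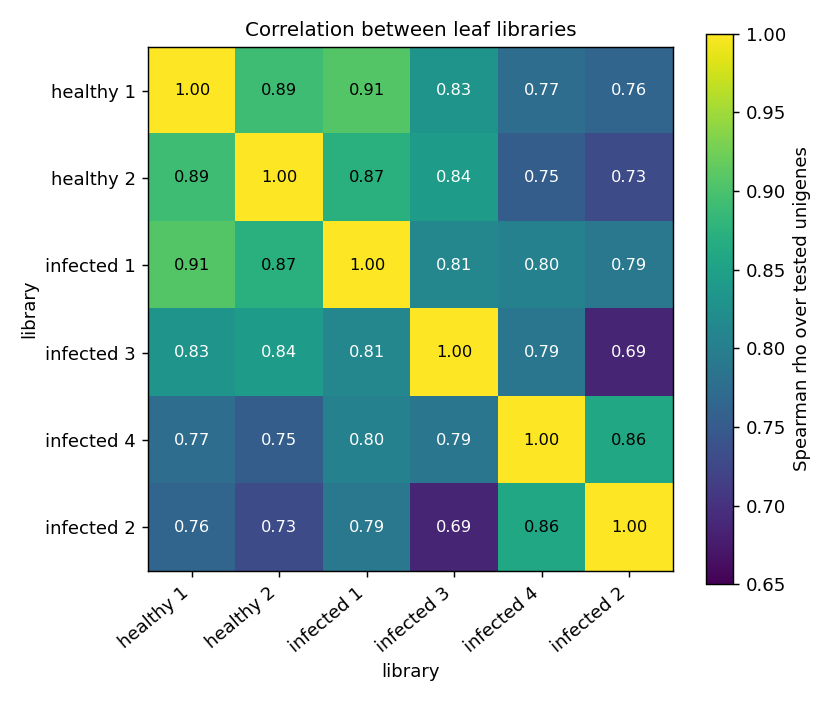
Spearman rho between each pair of the 6 leaf libraries over the tested unigenes, with the libraries on both axes. The 2 healthy libraries and infected 1 form a group at 0.87 to 0.91, and infected 2 and infected 4 pair at 0.86.

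The main comparison asked which genes differed in expression between infected and healthy plants. The unigenes with the clearest separation of all infected from both healthy leaves included signalling proteins and a dirigent protein, a family that guides the coupling of phenols. The cysteine-rich receptor-like kinase TRIGL_g066910 (2205 bp, coding region 188 to 2205) averaged 56.2 ± 22.4 CPM (library-size normalised read counts; SD, n = 4) in infected leaves against 4.96 ± 1.11 (n = 2) in healthy leaves. The dirigent protein TRIGL_g110220 (825 bp, coding region 183 to 825) averaged 14.8 ± 6.74 CPM in infected against 217.3 ± 22.7 in healthy leaves. None of the 48865 unigenes, however, passed the threshold of an adjusted p of 0.05 and a fold of 2 with edgeR's quasi-likelihood test. The smallest adjusted p was 0.81, and 2284 unigenes (4.67%) had an unadjusted p under 0.05. With DESeq2 297 unigenes passed, with edgeR's exact test and a common dispersion 377, with tagwise dispersions 21, and with limma-voom 0. In counts simulated with the spread of these libraries, the quasi-likelihood test recovered 0 of 100 unigenes changed 16-fold, so a count of 0 does not show that expression was alike.

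By the rule fixed before the data were examined, the 5 annotated unigenes with the smallest p in each direction are named. None of them passed with the quasi-likelihood test. On the higher side, beside the receptor-like kinase (log2 fold change 3.50 ± 0.60, SE), stood a putative protein phosphatase of the 2C class, TRIGL_g354870, at 10.7 ± 3.69 CPM in infected and 0.64 ± 0.05 in healthy leaves (log2 fold change 4.05 ± 0.65). A putative disease resistance protein, TRIGL_g112840, had 13 to 47 counts in the infected libraries and 0 in both healthy ones, at least 18.2-fold higher against a floor of 3 counts over the healthy group. A putative maturase K fragment, TRIGL_g174420, averaged 2.30 CPM in infected leaves and had 1 count in the healthy group. A putative cAMP phosphodiesterase, TRIGL_g468620, averaged 3.79 ± 0.83 CPM against 0.40 ± 0.06. On the lower side, the dirigent protein had a log2 fold change of -3.88 ± 0.55. A pair of the others carries the name of NAP1-related protein 2, a histone chaperone. TRIGL_g483280 averaged 27.8 ± 5.44 CPM in infected and 123.1 ± 9.77 in healthy leaves, and the short TRIGL_g050090 (281 bp) 1.07 ± 0.98 and 34.0 ± 0.01. Embryogenic cell protein 40, TRIGL_g292700, averaged 0.30 ± 0.26 and 14.8 ± 0.63 CPM. Protein phosphatase 2C 37, TRIGL_g171460, which belongs to the family that restrains abscisic acid signalling, averaged 11.9 ± 3.26 and 45.7 ± 0.29 CPM. All 10 had an adjusted p of 0.81 with the quasi-likelihood test. The authors' deposited table (edgeR, common dispersion) called TRIGL_g112840 (false discovery rate 0.023), TRIGL_g174420 (0.026), TRIGL_g110220 (0.010), TRIGL_g050090 (8.1e-04) and TRIGL_g292700 (2.4e-04), and not the rest. All infected libraries lay above both healthy ones in 3923 unigenes and below both in 4798, together 17.8% of those tested, where chance gives 13.3%. Unigenes vary together, so this excess was not tested.

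**Figure D2:**
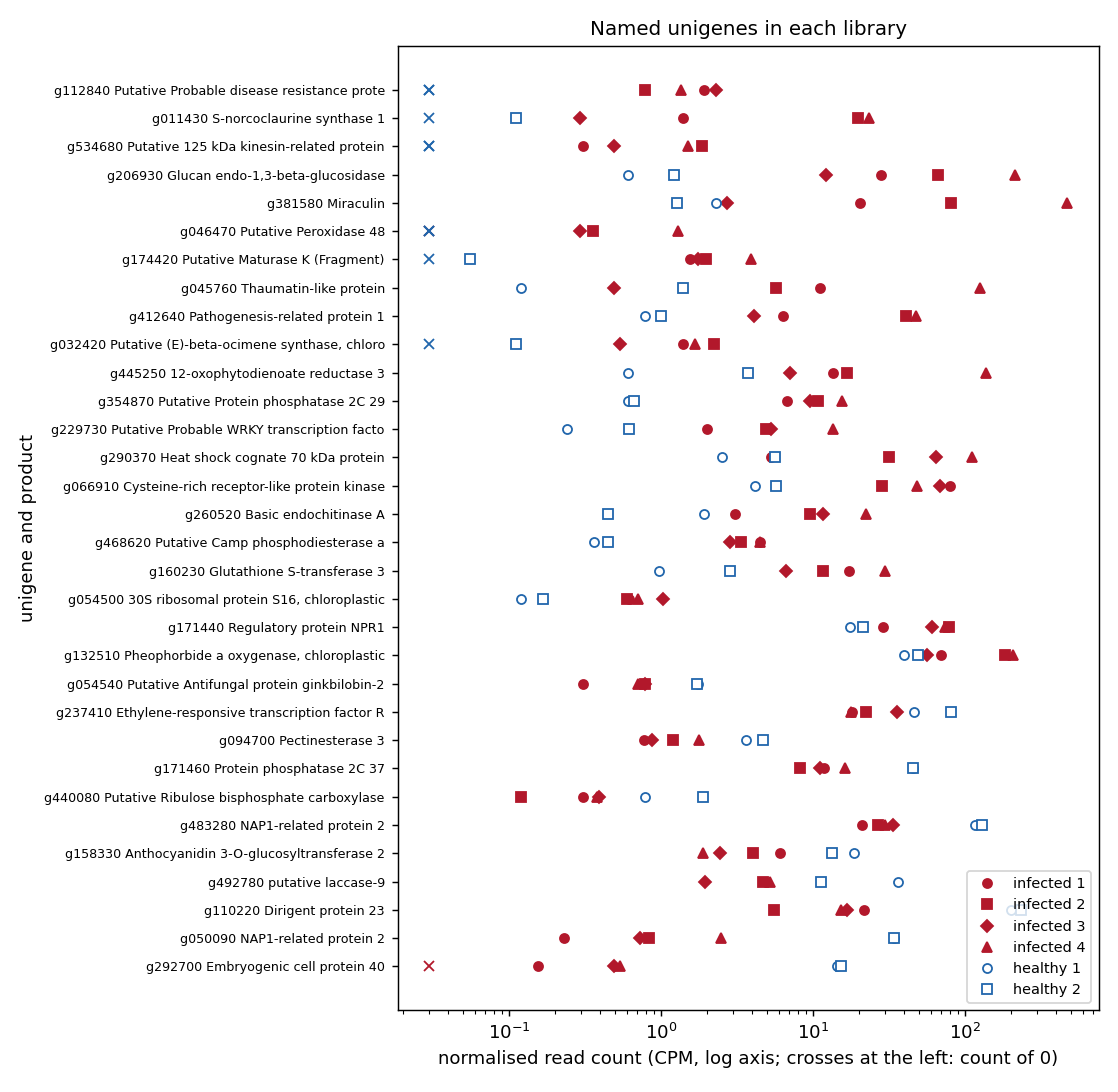
Normalised read count in CPM (log axis) of each named unigene in each library, with infected plants as filled and healthy plants as open symbols, and a count of 0 as a cross at the left edge. The dirigent protein TRIGL_g110220 lies between 5.52 and 21.6 CPM in infected plants and at 201.2 and 233.3 CPM in healthy plants.

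Defence genes were examined as lists of annotated unigenes. The lists of WRKY factors, immune receptors, receptor-like kinases, PR-10 proteins and the salicylate pathway lay higher in infected leaves, though the infected plants were widely spread, while chitinases and PR-1 proteins did not pass and other defence families lay lower. WRKY transcription factors, which regulate defence genes, deviated by 0.23 ± 0.54 (log2, SD, n = 4) from the mean of the 6 libraries in infected and by -0.46 ± 0.06 (n = 2) in healthy leaves. NLR resistance proteins, the intracellular immune receptors, deviated by 0.15 ± 0.49 and -0.30 ± 0.05. Receptor-like kinases deviated by 0.11 ± 0.17 and -0.22 ± 0.07, and PR-10 and Bet v 1 proteins by 0.21 ± 0.43 and -0.41 ± 0.30. Against all other unigenes, these lists were higher in infected leaves by camera with a preset correlation of 0.01. Adjusted p over 24 lists was 2.9e-04 for 165 WRKY, 3.3e-04 for 1658 NLR, and 0.017 for 1187 receptor-like kinase and for 36 PR-10 unigenes. It was 0.028 for 152 unigenes of the salicylate pathway and EDS1 node, at 0.10 ± 0.47 and -0.21 ± 0.04. With an estimated correlation no list passed, and adjusted p = 0.59 was the smallest. With fry, which tests a list without reference to other unigenes, no list passed either, at an adjusted p of 0.51 for WRKY, receptor-like kinases and PR-10, 0.59 for NLR and 0.66 for the salicylate list. In infected replicate 1 the WRKY list (-0.44) and the NLR list (-0.36) lay at the level of healthy leaves, and in infected replicate 3, the plant the reference came from, they reached 0.63 and 0.78. The call was lost without infected replicate 1 for receptor-like kinases and PR-10 proteins (adjusted p = 0.074 for both), without healthy replicate 2 for receptor-like kinases (0.20), without healthy replicate 1 (0.16) and infected replicate 4 (0.051) for PR-10 proteins, and for the salicylate list without infected replicate 3 (0.14), infected replicate 4 (0.051) or healthy replicate 2 (0.12). Without infected replicates 2 and 4 together, it was lost for receptor-like kinases (0.17) and the salicylate list (0.058).

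Some lists hold members of another kind. The WRKY list holds unigenes named WRKY 16 or 19, proteins that join an NLR to a WRKY domain, and without them the 93 tested members left of 165 gave an adjusted p of 6.6e-06. The salicylate list holds unigenes named after the NLR gene SNC1, and the 40 tested members left of 152 gave 0.22. Without unigenes of another membrane protein family, the 30 tested members left of 36 in the PR-10 list gave 0.0029. These values rest on the preset correlation. With an estimated correlation none of the shortened lists passed, with adjusted p = 0.58 for WRKY, 0.69 for the salicylate list and 0.58 for PR-10. The shortened lists were chosen after the data were seen.

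With the quasi-likelihood test no member of any list passed over all unigenes, and 1 passed when adjusted over the list alone. This was pathogenesis-related protein 1, TRIGL_g412640, a marker of salicylate-dependent defence, at 24.7 ± 22.7 CPM in infected and 0.89 ± 0.15 in healthy leaves (edgeR quasi-likelihood, adjusted p 0.039 over the 4 PR-1 unigenes). Its adjusted p over all unigenes was 0.81. Since 24 lists were each adjusted alone, 1 such pass can arise by chance. The PR-1 unigene was higher in 4 of 4 infected plants, at 40.9 and 47.6 CPM in infected replicates 2 and 4 and at 6.34 and 4.10 CPM in infected replicates 1 and 3. The other members with the smallest p of their lists did not pass with the quasi-likelihood test. The authors' deposited table (edgeR, common dispersion) called PR-1 at a false discovery rate of 0.025. Of the members below it called TRIGL_g206930 (0.0032), TRIGL_g381580 (0.0034), TRIGL_g445250 (0.040), TRIGL_g045760 (0.0093) and TRIGL_g011430 (0.0028). It also called the kinesin-related TRIGL_g534680 (0.048), described with the cell cycle list, and not the rest. A beta-1,3-glucanase, TRIGL_g206930, averaged 80.03 ± 91.7 CPM against 0.92 ± 0.44, with 213.2 CPM in infected replicate 4 and 12.2 to 66.8 in the other infected plants, and a basic endochitinase, TRIGL_g260520, 11.7 ± 8.07 against 1.19 ± 1.05. These enzymes degrade fungal cell walls. The WRKY 40 unigene TRIGL_g229730 averaged 6.46 ± 4.97 CPM against 0.43 ± 0.26, and NPR1, the salicylate co-receptor TRIGL_g171440, 60.4 ± 22.4 against 19.4 ± 2.82. Miraculin, a Kunitz-type inhibitor (TRIGL_g381580), averaged 142.9 ± 218.7 CPM against 1.79 ± 0.72. It had 467.1 CPM in infected replicate 4 and 2.74 to 81.5 in the other infected plants, with 2.30 in healthy replicate 1. The jasmonate enzyme 12-oxophytodienoate reductase 3 (TRIGL_g445250) averaged 43.9 ± 63.1 against 2.17 ± 2.21, with 138.3 CPM in infected replicate 4 and 7.04 to 16.8 in the other infected plants. A thaumatin-like protein (TRIGL_g045760) averaged 35.6 ± 59.9 against 0.76 ± 0.90, with 125.3 CPM in infected replicate 4 and 0.49 to 11.1 in the others, and its groups overlap, since infected replicate 3 (0.49) lay below healthy replicate 2 (1.39). A unigene named S-norcoclaurine synthase 1 (TRIGL_g011430), placed in the PR-10 list by its product name only, had 0.29 to 23.2 CPM in the infected libraries and 2 counts in the healthy group. A glutathione S-transferase (TRIGL_g160230) averaged 16.3 ± 9.92 against 1.91 ± 1.33. Lower values were found for the ethylene-responsive factor RAP2-7 (TRIGL_g237410) at 23.5 ± 8.43 against 63.8 ± 25.2, and a putative laccase (TRIGL_g492780) at 4.20 ± 1.51 against 23.7 ± 17.6.

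Several other defence families were lower as lists. Polyphenol oxidases and laccases, which oxidise phenols, deviated by -0.40 ± 1.76 in infected and 0.80 ± 0.11 in healthy leaves (85 unigenes, camera adjusted p 9.0e-05). Class III peroxidases deviated by -0.28 ± 0.97 and 0.57 ± 0.10 (45 unigenes, 0.0026), beta-1,3-glucanases by -0.21 ± 0.86 and 0.42 ± 0.05 (55 unigenes, 0.0055), and thaumatin-like proteins by -0.23 ± 1.04 and 0.46 ± 0.05 (25 unigenes, 0.028). With an estimated correlation the list of peroxidases had adjusted p = 0.59 and the other lists adjusted p = 0.63, and with fry the adjusted p was 0.63 and 0.66. Infected replicate 2, the only leaf labelled mature, held the lowest value in each list, at -2.85, -1.58, -1.46 and -1.72. Without it the adjusted p was 0.054 for polyphenol oxidases and laccases, 0.11 for beta-1,3-glucanases and 0.19 for thaumatin-like proteins. Without infected replicates 2 and 4 together none of these 4 lists passed (0.13 to 0.97), and the direction of polyphenol oxidases and laccases turned. The thaumatin-like call was also lost without infected replicate 1 (0.081) or healthy replicate 1 (0.10) and with filterByExpr (0.10), and the mean log2 fold change of this list was 0.14 where its median was -0.54.

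Genes of growing tissue were lower in infected leaves, most of all in the libraries that lay apart. Cell cycle and histone unigenes deviated by -1.65 in infected replicate 2 and -1.27 in infected replicate 4, against 0.42 and 0.73 in infected replicates 1 and 3 and 0.92 and 0.85 in the healthy leaves. Wall loosening and growth unigenes, such as expansins, showed -1.45 and -0.51, against 0.30 and 0.38, and 0.79 and 0.50. Infected replicate 2, lowest in both lists, is the only leaf labelled mature, and both healthy leaves are labelled young. By camera the adjusted p was 1.8e-16 for 257 cell cycle and histone unigenes and 6.4e-08 for 227 wall unigenes, and with an estimated correlation both had adjusted p = 0.59, and with fry 0.51. Without infected replicate 2 the camera adjusted p was 5.5e-12 and 9.7e-06. Without infected replicates 2 and 4 together, the camera adjusted p was 2.0e-05 and 1.5e-04, in the same direction. These values without libraries used the preset correlation, and neither an estimated one nor fry was run for them. They do not show that the lower values are independent of these replicates. In the cell cycle list 97 unigenes had all infected libraries below both healthy ones and 7 had them above, beside 4798 below and 3923 above among all 48865 unigenes. Members of this list vary together (estimated correlation 0.38), so these counts were not tested. Unadjusted p was under 0.05 in 15 lower and 5 higher members, and none passed when adjusted over the list alone. Its member with the smallest p went the other way, a putative kinesin-related protein (TRIGL_g534680) with 0 counts in healthy and 4 to 31 in infected libraries, at least 11.96-fold higher. Pectinesterase 3 of the wall list (TRIGL_g094700) averaged 1.16 ± 0.46 CPM against 4.16 ± 0.75.

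**Figure D3:**
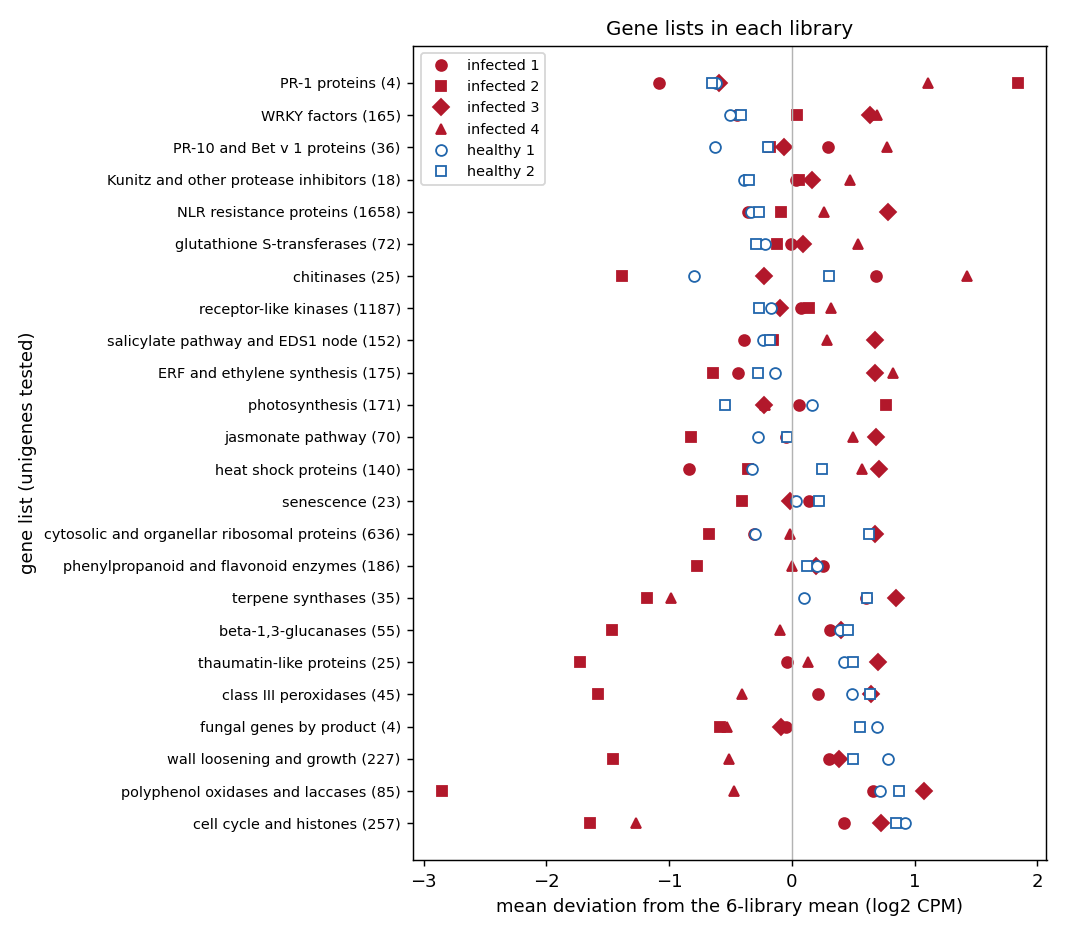
Mean deviation of each gene list from the mean of the 6 libraries (log2 CPM), 1 symbol per library, infected plants filled and healthy plants open, with the number of tested unigenes after each list name. For cell cycle and histones, infected 2 lies at -1.65 and infected 4 at -1.27, while the other 4 libraries lie between 0.42 and 0.92.

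The remaining lists did not pass. Adjusted p was 0.051 for photosynthesis, 0.060 for glutathione S-transferases, 0.082 for ribosomal proteins, 0.11 for ERF and ethylene synthesis, 0.12 for Kunitz and other protease inhibitors, 0.13 for phenylpropanoid and flavonoid enzymes, 0.23 for chitinases and for PR-1 proteins, 0.24 for the jasmonate pathway, 0.47 for heat shock proteins and for terpene synthases, and 0.53 for senescence. Leaving out 1 library brought some of them past the threshold with the preset correlation, while over all 6 libraries with an estimated correlation these lists had adjusted p = 0.59 to 0.86. Ribosomal proteins were lower without infected replicate 3 (0.0024) or healthy replicate 1 (9.4e-04), and phenylpropanoid and flavonoid enzymes without infected replicate 1 (0.047). Photosynthesis was higher without infected replicate 3 (0.0037), infected replicate 4 (0.0018) or healthy replicate 1. Its direction turned without infected replicate 2 (0.87), the leaf labelled mature, or healthy replicate 2. The direction of ribosomal proteins turned without healthy replicate 2 (0.65). Without infected replicate 2, ERF and ethylene synthesis (0.015), glutathione S-transferases (0.040) and the jasmonate pathway (0.036) were higher, as were glutathione S-transferases without healthy replicate 1 (0.039) and heat shock proteins without infected replicate 1 (0.038). The direction of heat shock proteins turned without infected replicate 3 (0.58), infected replicate 4 (0.83) or healthy replicate 1 (0.61). Photosynthesis also passed with RLE (0.048), with upper quartile scaling (0.040, a setting added for the lists after the data were seen) and with filterByExpr (0.027), and with filterByExpr so did ERF and ethylene synthesis (0.044) and glutathione S-transferases (0.036). The senescence member with the smallest p, pheophorbide a oxygenase of chlorophyll breakdown (TRIGL_g132510), averaged 129.5 ± 77.6 CPM against 44.3 ± 6.47. Other members with the smallest p were a heat shock cognate 70 kDa protein (TRIGL_g290370) at 53.3 ± 45.9 against 4.08 ± 2.18 with overlapping groups (infected replicate 1 at 5.34, healthy replicate 2 at 5.63), a putative ocimene synthase (TRIGL_g032420) at 1.46 ± 0.70 with 2 counts in the healthy group, and an anthocyanidin glucosyltransferase (TRIGL_g158330) at 3.62 ± 1.89 against 16.1 ± 3.71. The annotation named no fungal organism for any unigene, so the share of counts from the rust itself was not computed. The 4 tested unigenes matched as fungal by product had an adjusted p of 0.046 downwards. With an estimated correlation this list had adjusted p = 0.59, with fry 0.084, the smallest of any list, and without any single library other than infected replicate 2 it had 0.064 to 0.13. The one with the smallest p, a putative antifungal ginkbilobin (TRIGL_g054540), is named for a plant protein that acts against fungi.

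The authors' deposited table held their own infected against healthy comparison. It called 493 of 36046 unigenes, 400 higher and 93 lower in infected plants. Receptor-like kinases made up 37 of the higher calls in the authors' deposited table where 10.7 were expected (Fisher's exact test, adjusted p 1.7e-09 over 48 tests), and thaumatin-like proteins 3 where 0.23 were expected (0.025). NLR proteins made up 24 where 13.7 were expected (0.096). Among the lower calls 26 were ribosomal proteins where 1.43 were expected (6.0e-24). Unigenes are not independent in these tests, since fragments of 1 gene can be separate unigenes. The quasi-likelihood test called 0 of the 493, and DESeq2 called 179.

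The following unigenes were chosen from those calls after their values were seen. A putative Surfeit locus protein 1 (TRIGL_g213030) had 34 to 1295 counts in infected and 0 in healthy libraries. Its infected mean was at least 331.2-fold higher, with 70.1 CPM in infected replicate 4 and only 1.66 in infected replicate 3. The defence regulator WRKY 6 (TRIGL_g007540) had 199.1 CPM in infected replicate 4, 12.4 to 19.4 in the other infected plants and 0.73 and 1.73 in the healthy ones. A TMV resistance protein N homologue (TRIGL_g244620) had 420.9 CPM in infected replicate 3, the plant the reference came from. It had 1.38 to 2.60 in the other infected plants and 1.03 and 0.56 in the healthy ones. LOB domain-containing protein 41 (TRIGL_g242130) had 438.1 and 275.5 CPM in infected replicates 3 and 4. In infected replicates 1 and 2 it had 4.33 and 4.74, close to the 4.24 of healthy replicate 2, with 2.30 in healthy replicate 1. Of the 400 higher calls 201 (50.2%) had all infected libraries above both healthy ones, and in 345 (86.2%) a single plant held over 50% of the infected sum. The highest infected library of a call was replicate 4 in 184, replicate 3 in 111, replicate 2 in 96 and replicate 1 in 9. Lower calls with all infected libraries below both healthy ones were 30 of 93. These included short unigenes of NAP1-related proteins (TRIGL_g104660, TRIGL_g104650 and TRIGL_g005110), which at 137.0 ± 16.5, 58.8 ± 3.26 and 31.5 ± 0.30 CPM in healthy leaves stood at 4.54 ± 5.06, 2.02 ± 2.67 and 2.12 ± 2.87 in infected leaves. A putative ycf1 membrane protein fragment (TRIGL_g365950) averaged 84.3 ± 3.97 and 2.53 ± 2.54. Where unigenes of 1 product name are close copies, which was not tested on their sequences, the split of reads between them is uncertain.

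The lower calls overlapped with a set of unigenes that were counted almost only in healthy replicate 2 and infected replicate 3. There were 426 unigenes with at least 20 counts in healthy replicate 2 and at most 3 counts in the other 4 libraries together, leaving out infected replicate 3. The same criterion gave 79 unigenes for infected replicate 4, 11 for healthy replicate 1, 6 for infected replicate 2 and 5 for infected replicate 1. The set took 0.345% of the counts of healthy replicate 2 and 0.155% of those of infected replicate 3. It held 39 of the 93 lower calls (41.9%) and none of the higher ones, and 18 of the 26 lower ribosomal calls. Members were chosen for counts in a healthy library and few elsewhere, so they could hardly be higher calls. Counts in infected replicate 3 follow in part from the criterion, which left it out, and from its use as the reference.

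**Figure D4:**
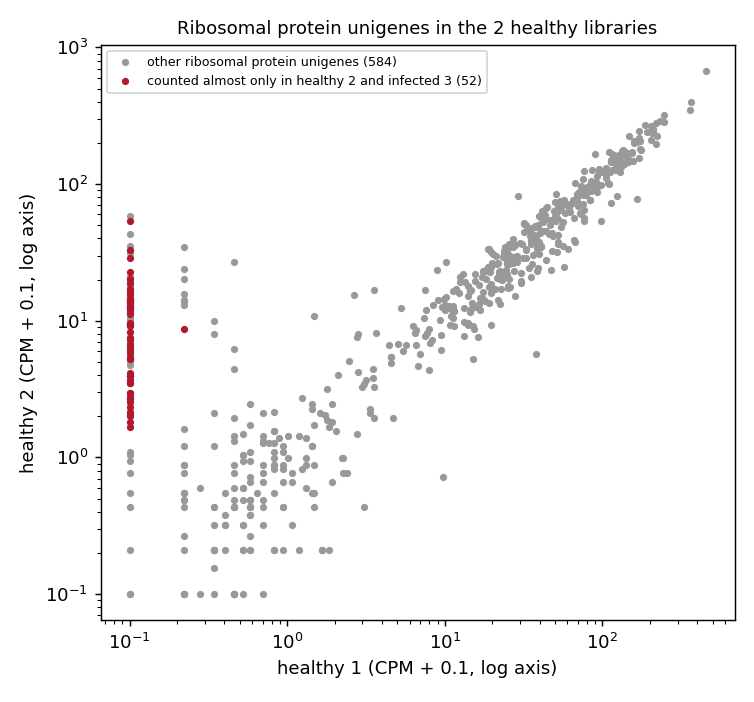
Each point is 1 ribosomal protein unigene, with its CPM plus 0.1 in healthy 1 on the horizontal and in healthy 2 on the vertical log axis. The 52 red unigenes lie at or near 0 in healthy 1 and have a median of 8.33 CPM in healthy 2.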

Values the study reported

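For the same plants and reference, the study reported 36,047 genes tested and 493 differentially expressed genes, 400 of them over-expressed and 93 under-expressed in infected plants, or 1.37%. It reported 53,527 unigenes and 45,517 protein-coding genes for this transcriptome. With reads mapped to the Eucalyptus grandis genome, it also listed genes over-expressed in infected plants across its species. Chitinases, polyphenol oxidases and a peroxidase are among them. That reference was not used here, so these genes cannot be set directly beside the lists above.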

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

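The tests of this part were chosen after the values were seen, except those of unigene length and of photosynthesis unigenes. Among 65 sets of values of the 4 infected libraries (totals, list means and named unigenes), 4 had a library far from the other 3, where chance gives about 3.25. For unigenes, the gap to the nearest library was taken on log2 CPM as a share of the range. This share was 0.89 for the TMV resistance protein N homologue TRIGL_g244620, with infected replicate 3 at 420.9 CPM. For WRKY 6 (TRIGL_g007540), with infected replicate 4 at 199.1 CPM, the share was 0.84. It was 0.89 for the laccase TRIGL_g492780, with infected replicate 3 lowest at 1.95 CPM, and 0.88 for the ginkbilobin TRIGL_g054540, with infected replicate 1 lowest at 0.31 CPM.

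Infected replicates 2 and 4 stood apart from the other 4 libraries. Of the 15 ways to choose 2 of the 6 libraries, this pair alone gave calls with the quasi-likelihood test, 2969 unigenes, while the healthy pair and the other 13 choices gave 0, which points to a structure among the infected plants that the 2 labels do not describe. Since the real grouping gave 0, all 15 choices necessarily gave at least as many, and this says nothing about chance. The growth state of the leaf stays open, because the lower cell cycle and histone list of infected replicate 4 (a difference of -1.69, log2, from the lowest of the other 4 libraries, in a leaf labelled young) is part of the pattern and was seen before it was chosen as a test. RNA integrity was 7.9 in both. A clear fall of expression with unigene length in both would have pointed to it, and a rise in either away from it. Neither was seen, so it stays open (Spearman rho -0.018 in infected replicate 2 and -0.10 in infected replicate 4, against -0.08 to 0.12 in the others). In infected replicate 2 the trend was no stronger than in the other libraries. A stronger infection of these plants was not tested.

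Unigenes counted almost only in healthy replicate 2 and infected replicate 3 may come from another organism on or in those leaves. Ribosomal proteins made up 52 of the 251 tested members with a predicted polypeptide, an odds ratio of 17.7 (95% interval 12.6 to 24.4, Fisher's exact test), under 44 different product names. Leaf RNA of a plant, whether variants of its own genes or from another plant, stays open. Among the members were 0 photosynthesis unigenes, of 171 tested (p 4.3e-06 against ribosomal proteins, Fisher's exact test). That p rests on the ribosomal excess, which had been seen beforehand. Members were 425 of all 48865 tested unigenes, a share so low that 0 of 171 is not unusual. Another organism stays open too, because the ribosomal share was seen before it was chosen as a test, and no organism was identified. Of the lower calls in the authors' deposited table, 41.9% belong to this set, a share that the choice of members favours. The limit on counts in the other libraries also fixes which leaves the set names. The ribosomal unigene TRIGL_g127370, outside the set, had 0 CPM in healthy replicate 1 and 20.8 in healthy replicate 2. It also had 9.28 and 8.77 CPM in infected replicates 1 and 4. Whether such unigenes share an origin with the set was not tested.

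NLR resistance proteins were higher in infected than in healthy leaves as a list with the preset correlation of camera, but not with an estimated one (adjusted p = 0.59). The reference from infected replicate 3 may add to this, if families that differ between plants are counted best in the plant they were assembled from. Infected replicate 3 was the highest library in 37.4% of NLR unigenes and in 19.9% of all. Without it, the mean log2 fold change of the list relative to all unigenes went from 0.57 to 0.39, a share kept of 0.676, and the list had a camera adjusted p of 0.034 with the preset correlation, but leaving out the highest infected library lowers the mean whatever the cause, so the share decides nothing. Since the reference plant is itself 1 of the 4 infected plants, the effect of the reference and a difference between infected and healthy plants cannot be told apart with these 6 libraries.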

How the results depend on the processing

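The added settings below, named as such, were chosen after the data were seen. The count of 0 unigenes past the threshold held under RLE, upper quartile, filterByExpr, no filter, limma-voom, non-robust dispersions, no fold threshold, without each library in turn (0 to 0), and in the added settings of a CPM over 1 in 2 libraries, without the unigenes of healthy replicate 2 and infected replicate 3, and without infected replicates 2 and 4. It was 297 with DESeq2 (264 higher, and 13819 unigenes without an adjusted p), 377 with the exact test and a common dispersion (264 higher), 21 with tagwise dispersions (13 higher), and 493 with the authors' filter and a common dispersion (added). The cause was not tested. In the simulation 65.5%, 79.2% and 50.8% of the calls by the first 3 of these tests were false. These shares depend on the number of changed unigenes set there. That number is unknown for the real leaves, so the shares do not carry over to the real calls. Leaving out a healthy library assumes that the lone one varies like the infected ones. Upper quartile scaling moved the median log2 fold change of all unigenes from 0.11 to 0.24.

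Of the gene lists, 12 passed, 0 with an estimated correlation, 0 with it and shortened lists (added), and 6 without infected replicates 2 and 4 (added); without single libraries 9 to 12 passed. Without infected replicates 2 and 4, heat shock proteins (adjusted p 0.973), phenylpropanoid and flavonoid enzymes (0.973), polyphenol oxidases and laccases (0.973) and terpene synthases (0.096) turned direction. Without single libraries the adjusted p ranged from 9.4e-04 to 0.65 for ribosomal proteins, 0.038 to 0.83 for heat shock proteins and 1.2e-05 to 0.87 for photosynthesis, with turns of direction. The causes were not tested. None of the 40 named unigenes changed sign in any setting. Their choice, by groups that did not overlap or by the smallest p, makes a change of sign unlikely. The difference of correlation between the healthy and the infected pairs moved by less than the spread. Depth limits unigenes near the floor, and the fungal share was not run.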

Other observations

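Some lists differed between infected plants more than between groups. Chitinases deviated by 1.42 (log2) in infected replicate 4 and 0.69 in infected replicate 1, but by -1.39 in infected replicate 2 and -0.23 in infected replicate 3, with -0.80 and 0.30 in healthy leaves. The 4 PR-1 unigenes deviated by 1.84 and 1.11 in infected replicates 2 and 4, by -0.60 in infected replicate 3, close to the -0.62 and -0.65 of healthy leaves, and by -1.08 in infected replicate 1, below both. Photosynthesis unigenes deviated by 0.77 in infected replicate 2, the leaf labelled mature, and by -0.54 to 0.17 in the other libraries. Kunitz and other protease inhibitors lay above both healthy libraries (-0.39 and -0.35) in 4 of 4 infected plants (0.03 to 0.47), with a fry p of 0.023 that did not pass adjustment over the 24 lists (0.28). Such a separation was not particular to this list. Receptor-like kinases, glutathione S-transferases and PR-10 proteins also lay higher in every infected plant. The cell cycle, wall and fungal lists lay lower in every infected plant.

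At the study's thresholds the quasi-likelihood test called 0 unigenes, and the exact test with a common dispersion called 264 higher and 113 lower ones under the summed CPM filter. The count of 0 and the higher calls are below the values quoted from the study above, and the lower calls are above the value quoted there. The study described the infected plants of this population as close to each other and the healthy ones as dispersed. Here the healthy libraries correlated at 0.89 and the infected pairs at 0.69 to 0.86. By the leading log2 fold change, the distance that multidimensional scaling in edgeR uses, the healthy pair lay at 6.28, within the 5.69 to 7.68 of the infected pairs. The unigenes counted almost only in healthy replicate 2 and infected replicate 3 can add to this 6.28, which was not computed without them.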
